A study of Sander lucioperca with 10 samples.

How the data were processed

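RNA of unfertilised eggs of pikeperch (Sander lucioperca), a freshwater percid fish raised in recirculating aquaculture, was measured on 10 single-colour Agilent oligonucleotide arrays, 5 of egg batches of high quality and 5 of egg batches of low quality. Per the labels' protocols, 60 females were injected with human chorionic gonadotropin at 500 IU per kg to induce ovulation, each egg batch was kept apart, a portion was frozen for RNA, and another portion was fertilised to score its quality. RNA came from about 50 mg of eggs per sample, had RNA integrity numbers above 9.5, and 150 ng of it was amplified and labelled with Cy3. The score that separated high from low quality is not given in the sources used here. Groups were taken from the sample titles. The titles number the high-quality samples 1, 2, 3, 5 and 7 and the low-quality samples 1, 2, 6, 7 and 8, and these numbers are used below as names.

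The arrays were scanned and quantified with Feature Extraction 10.7.3.1, per the file headers. The deposited scanner intensity used here is the processed signal: per the file headers, the background was subtracted within each array, a spatial trend was removed, and a surrogate value stands in where a spot did not exceed background, with no scaling between arrays. A spot counts as well above background when its background-subtracted signal exceeds 13 times the background error, per the file headers, and passes a significance test at 0.01. The authors' processed values are on a log2 scale in a table of 36416 features. They were set against log2 of the processed signal of the same array, averaged over the spots of a probe. This was done for the 15975 probes well above background on all 10 arrays. Each column had a slope of 1 and a correlation of 1, and every column of the table had a median of 3.59. For these probes the values are thus the averaged log2 processed signal shifted to a common median, and no further step was found. Dimmer probes were not checked, and the software behind the shift is not given in the sources used here.

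The array holds 62976 features, of which 61537 are not controls. They carry 36348 probe names, 25189 of them with 2 spots, and 35343 distinct sequences of 60 bases. The probes were designed on contigs of transcript assemblies that are named for testis, muscle, kidney, larvae, stomach, liver, eggs and pre-ovulatory oocytes. The files give no gene name and no chromosome position for any probe, and 0 probe identifiers matched the given table of 33533 pikeperch genes (assembly SLUC_FBN_1.2). Probes are therefore reported by identifier, and their genes and genomic positions are not analysed here. For the same reason 5 planned tests of gene lists were not run: maternal-effect candidates, cytosolic ribosomal proteins, the mitochondrial respiratory chain, and genes with neural or immune words in their descriptions.

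Values were computed as log2 of the processed signal minus the array's 75th percentile over non-control spots. Spots marked as outliers were left out, and spots of a probe were averaged on the log2 scale. A probe was tested if it was well above background on at least 4 of the 5 arrays of a group, which left 18316 probes with 17609 distinct sequences. Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment at 0.05, over all 10 samples and with no covariate. All log2 differences are low minus high quality. The other comparisons were a mean correlation within against between groups, the spread between samples of each group, and the share of probes well above background, each with an exact permutation test over the 252 assignments of 10 samples to groups of 5. The smallest two-sided p of that test is 0.00794. By a fixed rule, the probes named are those with the largest difference in each direction among probes past the threshold whose groups do not overlap, at most 2 per direction, with 1 probe per sequence. The groups, naming rule, most tests and most alternatives were fixed before the data were examined.

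The pipeline was tested on simulated data with the spread of these arrays (18309 probes, 5 against 5). With no probe changed, limma called 1 probe. With 200 probes changed by 1 log2 unit it recovered 71.0% of them, and 4.70% of its calls were false. With a change of 2 log2 units it recovered 90.5%, and 6.22% of its calls were false. The simulated noise was drawn independently for each probe, with no slide, row or array effect. These rates therefore do not cover variation shared between probes, which the real arrays have.

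Each sample was hybridised once, so the number of arrays limits the precision. The arrays lie on 4 slides, each with a scan time of its own, so slide and scan are the same batch here. Slide 1 holds high-quality samples 1 and 5 and low-quality sample 2. Slide 2 holds high-quality sample 2 and low-quality samples 1 and 6, slide 3 holds high-quality samples 3 and 7 and low-quality sample 7, and slide 4 holds low-quality sample 8 alone. Each array also lies in slide row 1 or 2. High-quality samples 2, 5 and 7 and low-quality samples 6 and 8 are in row 1, and the others are in row 2.

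Alternatives planned beforehand were quantile normalization, median centring, a 75th percentile over probes detected on all arrays, normexp background correction with an offset of 50, the authors' processed values, no filter and a stricter filter on dim probes, an intensity trend or robust eBayes, array weights, slide and replicate number as blocks, a minimum log2 difference of 1, Spearman correlation, another detection flag, and each sample left out in turn. Chosen after seeing the data were slide row as a block, slide and slide row together, scaling to 8 spike-in probes, cyclic loess, removal of each array's trend with probe GC content, the first principal component of the within-group residuals as a covariate, 1 probe per sequence, and permutations within slides or slide rows.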

Results

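The transcript content of eggs was compared between egg batches of high and low quality, to ask which transcripts differ with the developmental competence of the egg. The data set holds 10 samples, 5 per group, each of about 50 eggs and each on its own array. The 75th percentile of the processed signal ranged from 126 in low-quality sample 8 to 204 in high-quality sample 5. Between 50.8% and 55.3% of the 36348 probes were well above background on an array, and 0 spots were saturated. A total of 15975 probes were well above background on all 10 arrays and 11834 on none. Of 308 negative-control spots, between 0 and 2.27% passed the same flag on an array. The pair of spots of a probe differed with a median SD of 0.11 log2 units over the arrays, whereas the median SD between samples of a group was 0.23 log2 units for high quality and 0.25 for low quality.

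Array-wide levels were compared first, since a level difference bears on the scaling. The log2 75th percentile was 7.51 ± 0.12 in high-quality eggs (SD, n = 5) and 7.26 ± 0.18 in low-quality eggs (SD, n = 5), a difference of -0.25 log2 units (exact permutation test, two-sided p = 0.0159, Benjamini-Hochberg adjusted p = 0.0794 over 5 array-wide comparisons). The level relative to the mean of 8 spike-in probes was a comparison chosen after the result was seen. It was -4.69 ± 0.33 log2 units in high-quality and -4.85 ± 0.42 in low-quality eggs (SD, n = 5 each). This difference of -0.16 was within the spread between samples (exact permutation p = 0.524, adjusted 0.524). The share of probes well above background was 53.4% ± 2.00 in high-quality and 51.4% ± 0.786 in low-quality eggs (SD, n = 5 each). The difference of -1.94 percentage points did not pass the threshold (exact permutation test, two-sided p = 0.0794, adjusted 0.132).

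The share of detected probes differed by the row of the array on its slide. It was 53.6% ± 1.74 in row 1 and 51.2% ± 0.283 in row 2 (SD, n = 5 each), a difference of 2.49 percentage points (exact permutation p = 0.0317, two-sided). Within row 1 the group difference was -2.84 percentage points, and within row 2 it was -0.163. With permutations restricted to rows, a test chosen after seeing the data, the group difference had an unadjusted exact p of 0.03 over 100 arrangements. With permutations restricted to slides it had an exact p of 0.111 over only 27 arrangements, which makes that p coarse. With a less strict detection flag the group difference was -1.29 percentage points (exact permutation p = 0.381).

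**Figure D1:**
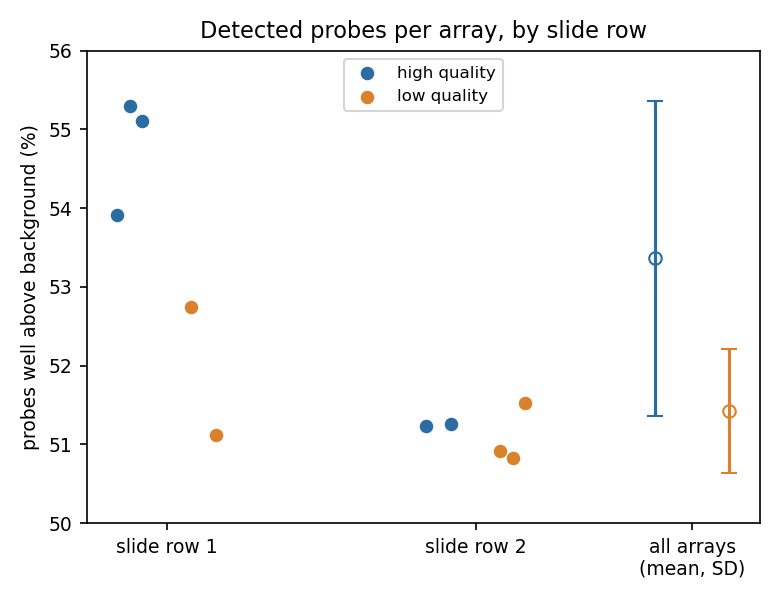
Percent of 36348 probes well above background on each array, by slide row on the horizontal axis, with high-quality eggs in blue and low-quality eggs in orange; open circles and bars at the right are group means with SD (n = 5). The 3 high-quality arrays of row 1 lie between 53.9% and 55.3%, above both low-quality arrays of that row, while in row 2 the groups overlap.

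Whole profiles were compared next, over the 18316 tested probes. The mean Pearson correlation, which is across probes that are not independent replicates, was 0.976 for the 20 pairs of arrays within a group and 0.972 for the 25 pairs between groups. The difference of 0.00400 did not pass the threshold (exact permutation test, one-sided p = 0.0635, adjusted 0.132). The unadjusted outcome depended on single samples. Without low-quality sample 7 the difference was 0.00644 (exact permutation p = 0.00794), and without high-quality sample 7 it was 0.00381 (exact permutation p = 0.0317). The median per-probe SD between samples was 0.254 log2 units in low-quality and 0.231 in high-quality eggs, a difference of 0.0233 that was not distinguishable from 0 (exact permutation test, two-sided p = 0.238, adjusted 0.298).

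Of the 18316 tested probes, 655 differed between the groups at a limma adjusted p under 0.05, or 3.58%. Among them 109 were higher and 546 were lower in low-quality eggs, so that 83.4% were lower. The smallest limma adjusted p was 0.00161. At an unadjusted p under 0.05, 1264 probes were higher and 2086 were lower. The 655 probes carry 620 distinct sequences and form 606 clusters of probes that share 25 bases. Their absolute differences ranged from 0.34 to 3.74 log2 units with a median of 0.78, a fold of 1.71, and 190 of them differed by at least 1 log2 unit (43 higher, 147 lower). The values of the groups did not overlap for 604 of the 655 probes. Over all tested probes the groups did not overlap for 1203, or 6.57%, where chance gives 0.794%. The median difference over all tested probes was -0.00315 log2 units.

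The probes lower in low-quality eggs were bright, with a median level of 2.24 log2 units relative to the array's 75th percentile, whereas those higher in low-quality eggs were dim, with a median level of -1.59. The median level of all tested probes was -0.06. In the group with the lower level, 4 of the 109 probes called higher and 8 of the 546 called lower were not well above background on any array.

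**Figure D2:**
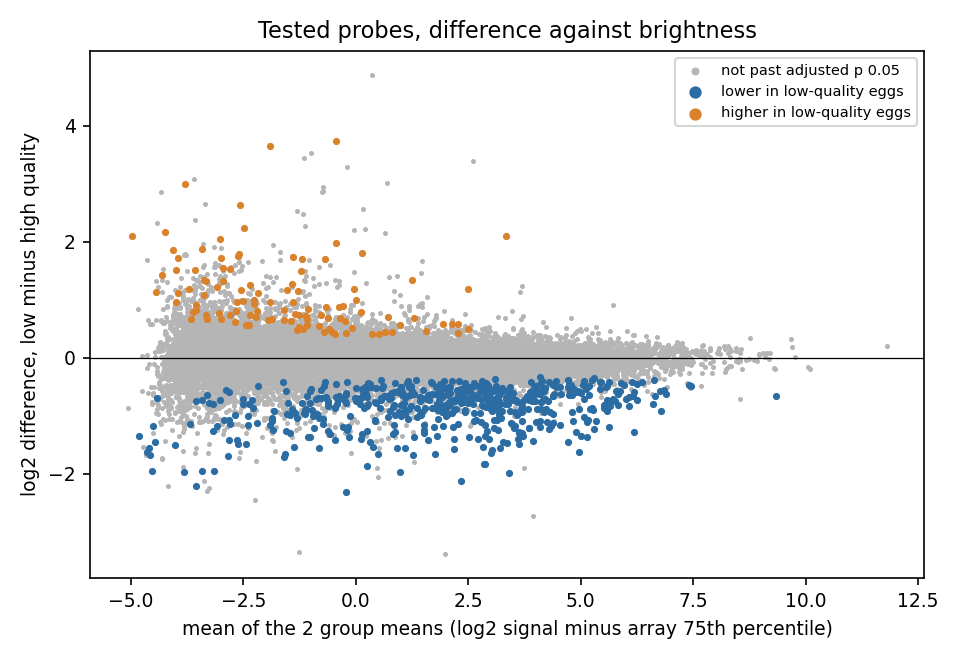
Each point is a tested probe, with the mean of the group means on the horizontal axis (log2 signal minus the array's 75th percentile) and the log2 difference, low minus high quality, on the vertical axis. Probes past a limma adjusted p of 0.05 are blue where lower (546) and orange where higher (109) in low-quality eggs; the blue points reach into the bright range and the orange points lie mostly among dim probes.

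The number of probes past the threshold depended on the model and the scaling. It was 0 with slide and slide row both as blocks, a fit chosen after seeing the data that leaves 4 residual degrees of freedom and in which 2058 probes had an unadjusted p under 0.05 in limma. It was 1343 with normexp background correction. With slide as a block, 156 probes passed (13 higher, 143 lower), of which 147 were among the 655. The median difference of the 655 probes was 0.76 log2 units with that block and 0.80 with slide and row as blocks, taken in the direction of each probe's call, and all 655 kept their sign in both fits. In each of the 3 slides that hold both groups, the 655 probes had the sign of the pooled difference, although they were selected on the same arrays. Of all tested probes, 32.97% had the pooled sign in all 3 slides. The direction of the calls also depended on the scaling. With the 75th percentile taken over probes detected on all arrays, which shifts the median difference of all tested probes to 0.10 log2 units, 294 probes were higher and 363 lower (55.3% lower). With median centring, which shifts that median to -0.10, 78 were higher and 908 lower (92.1% lower).

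**Figure D3:**
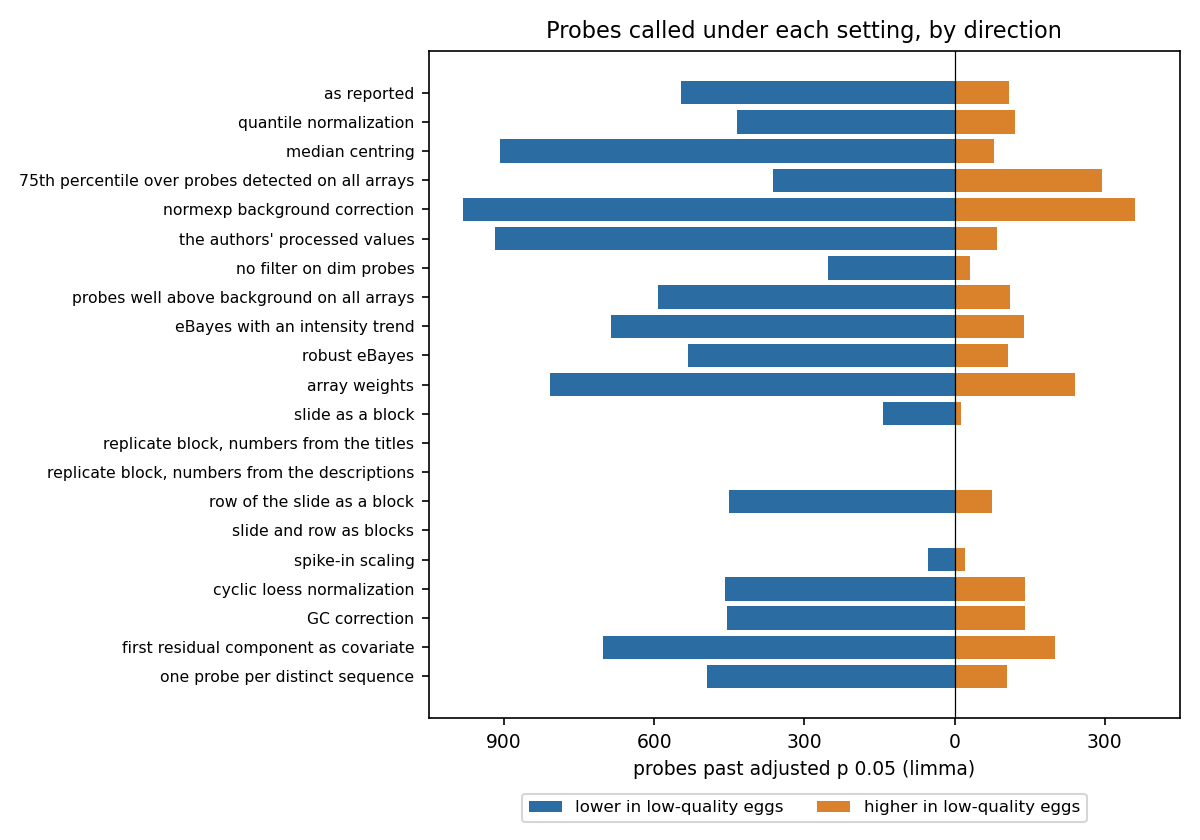
Number of probes past a limma adjusted p of 0.05 under each setting, with probes lower in low-quality eggs as blue bars to the left of 0 and probes higher in low-quality eggs as orange bars to the right. The reported setting (546 lower, 109 higher) is at the top, and 3 settings with blocks (replicate number from titles, replicate number from descriptions, slide with row) have 0 probes.

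The largest increases among non-overlapping called probes, in the reported setting, were of the probes CUST_18178_PI439957682 and CUST_23371_PI439957682. Both probes ranked the 5 samples of each group in the same order, so they are not treated as independent increases. Neither was well above background on all high-quality arrays, so the size and rank of both increases depend on the background correction. CUST_18178_PI439957682 (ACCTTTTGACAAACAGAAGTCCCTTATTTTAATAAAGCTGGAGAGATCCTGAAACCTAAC, from a contig of a muscle assembly) rose from -2.30 ± 1.52 in high-quality to 1.44 ± 1.09 log2 units in low-quality eggs (SD, n = 5 each), a difference of 3.74 with a standard error of 0.74 (limma adjusted p = 0.0233). It was well above background on 4 of 5 high-quality and 5 of 5 low-quality arrays. Its difference was 6.96 log2 units within slide 1, 1.76 within slide 2 and 2.05 within slide 3. With normexp its difference was 2.35 (limma adjusted p = 0.00756). With slide as a block its limma adjusted p was 0.154. Without high-quality sample 1, low-quality sample 6 or low-quality sample 8 it was 0.0585, 0.0539 and 0.0579. CUST_23371_PI439957682 (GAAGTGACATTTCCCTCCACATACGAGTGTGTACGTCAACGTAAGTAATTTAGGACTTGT, from a stomach assembly) rose from -3.73 ± 1.04 to -0.09 ± 1.08 (SD, n = 5 each), a difference of 3.65 with a standard error of 0.59 (limma adjusted p = 0.00942). It was well above background on 3 of 5 high-quality and 5 of 5 low-quality arrays. With normexp its difference was 1.71 (limma adjusted p = 0.0132), and with slide as a block its limma adjusted p was 0.105.

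The largest decreases by the same rule were of CUST_8216_PI439957682 and CUST_112_PI439957682. CUST_8216_PI439957682 (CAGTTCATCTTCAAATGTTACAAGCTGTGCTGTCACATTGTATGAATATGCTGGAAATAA, from a larval assembly) was -2.44 ± 0.48 in high-quality and -4.65 ± 1.05 in low-quality eggs (SD, n = 5 each), a difference of -2.21 with a standard error of 0.46 (limma adjusted p = 0.0288). It was well above background on 1 of 5 low-quality arrays. Its low level there is thus near the background, and the size and rank of its decrease depend on the background correction. With normexp its difference was -0.22 (limma adjusted p = 0.183), and with slide as a block its limma adjusted p was 0.142. The adjusted p was also above the threshold without high-quality sample 1, 2, 5 or 7 or low-quality sample 6 or 8, with values from 0.0534 to 0.0706. CUST_112_PI439957682 (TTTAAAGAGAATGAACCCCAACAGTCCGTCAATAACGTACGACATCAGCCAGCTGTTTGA, from an egg assembly) was 3.40 ± 0.70 in high-quality and 1.29 ± 0.64 in low-quality eggs (SD, n = 5 each), a difference of -2.12 with a standard error of 0.38 (limma adjusted p = 0.0144). It was well above background on all 10 arrays. Its difference was -1.68 within slide 1, -3.33 within slide 2 and -1.24 within slide 3, and with slide as a block its limma adjusted p was 0.0509.

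**Figure D4:**
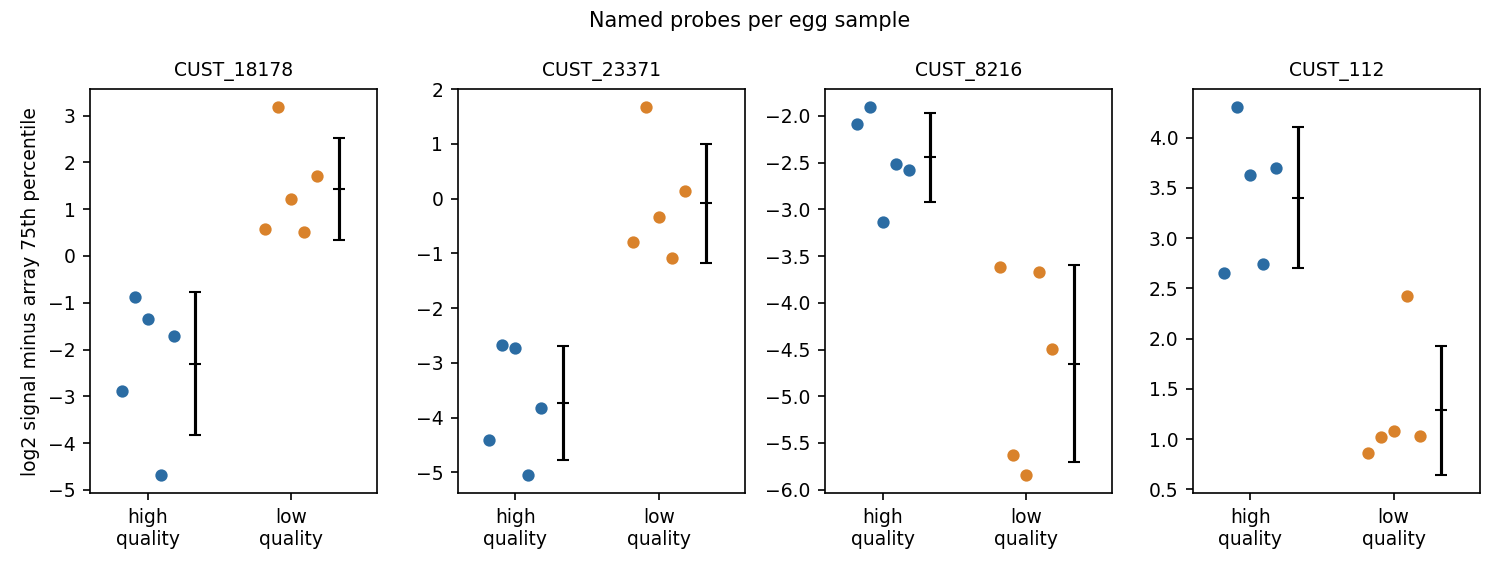
Level of the 4 named probes in each sample (log2 signal minus the array's 75th percentile), with high-quality samples in blue, low-quality samples in orange, and the group mean with SD (n = 5) as a black mark at the right of each group. The groups do not overlap for any of the 4 probes, and low-quality sample 7 lies at 2.42 for CUST_112, above the other low-quality samples.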

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

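Both tests on low-quality sample 7 and the test on probes outside the comparison were written down before their results were seen, and no test here was chosen after; the reading of the mislabelling test was made stricter after its value was seen.

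Low-quality sample 7 stood far above the rest of its group for CUST_112_PI439957682, at 2.42 log2 units, while the other low-quality samples lay between 0.87 and 1.09. The gap to the nearest sample, divided by the range of the group, was 0.859, against a critical value of 0.71. In all, 20 groups of 5 values were examined in this way and 1 stood out, and chance alone marks about 1 in 20. A spot artefact is argued against, since both spots of the probe on that array differed by 0.0819 log2 units. Low-quality sample 7 was also the only array of the 10 whose mean correlation with the other group (0.973) exceeded that with its own group (0.968). High-quality samples 7 (0.982) and 2 (0.976) carried that mean. With high-quality samples 1, 3 and 5 it correlated at 0.969 to 0.970, within its own-group range of 0.964 to 0.972. High-quality samples 2 and 7 also lie with it on an axis of variation within the groups that is described below. A mislabelled sample cannot be told apart from a true difference. Among the 1024 probes called when this sample was left out, 53.0% placed it nearer to the low-quality mean, whereas the other low-quality samples, each left out in the same way, were placed there by between 73.6% and 96.8% of their probes and the high-quality samples by between 2.71% and 19.6%. This sample may thus be intermediate in the probes that separate the groups, which is a hypothesis: an egg batch of intermediate quality and a mixed sample both stay open and were not tested.

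Probes outside the comparison also carried signal. Of the 18032 probes that were not tested, 6198 were well above background on at least 1 array, 3163 of them on 1 array only. Over all arrays, 7.12% of the combinations of an untested probe and an array passed the flag, against 0.942% of the negative-control spots. A probe passed if either of its spots passed, whereas negative controls were counted by spot, which widens this gap. The share was above that of the negative controls on all 10 arrays, from 5.21% in low-quality sample 8 to 10.69% in high-quality sample 7. At the closest, in high-quality sample 3, it was 5.24% against 2.27%. The gap argues against background spots passing by chance as the whole source. Transcripts present in single egg batches and cross-hybridisation stay open. No biological explanation was tested for this signal.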

How the results depend on the processing

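Slide row as a block, slide and row together, spike-in scaling, cyclic loess, GC correction, the residual component as a covariate, 1 probe per sequence, and permutations within slides or rows were tests chosen after seeing the data; the other alternatives were planned.

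The count of 655 probes stayed within 1.5 times under 10 alternatives, from 526 with slide row as a block to 904 with the first residual component as a covariate, which by construction leaves the differences as they are and changes only the residual variance and its degrees of freedom. It rose to 986 with median centring, 1003 with the authors' processed values, 1050 with array weights and 1343 with normexp. It fell to 284 with no filter on dim probes, where 36348 probes were tested, to 190 with a minimum log2 difference of 1, to 156 with slide as a block and to 73 with spike-in scaling. The cause of these changes was not tested, except that the minimum difference removes calls by construction. It was 0 in limma with slide and row as blocks, where 2058 probes had an unadjusted p under 0.05. That fit raised the median standard error of the 655 probes by a factor of 1.38 and kept the sign of all 655, at a median ratio of 1.01 to the reported differences. Leaving out each sample in turn gave between 332 and 1024 probes. The count was 422 without high-quality sample 1, 413 without high-quality sample 2, 332 without high-quality sample 3, 339 without low-quality sample 1, 353 without low-quality sample 6, 375 without low-quality sample 8 and 1024 without low-quality sample 7.

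The share of calls that were lower in low-quality eggs moved with the scaling, from 83.4% as reported to 55.3% with the 75th percentile over probes detected on all arrays, 73.1% with normexp (361 higher, 982 lower) and 72.6% with spike-in scaling (20 higher, 53 lower). It rose to 91.6% with the authors' processed values (84 higher, 919 lower) and 92.1% with median centring. Spike-in scaling shifts the median difference of all tested probes to -0.16 log2 units. More calls were lower than higher under every alternative that gave calls. With each sample left out, the share was lowest without low-quality sample 7, at 75.7% (249 higher, 775 lower). It was highest without low-quality sample 1, at 91.2% (30 higher, 309 lower).

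The data do not settle whether the replicate numbers pair the samples. The correlation of deviations from the group means was 0.123, -0.00491 and 0.421 for title numbers 1, 2 and 7. It was -0.108, 0.109 and 0.421 for description numbers 2, 5 and 7. Number 7 joins the same samples in both sets, and its 0.421 was the highest value among all pairs of arrays. The next was 0.340, for high-quality samples 2 and 7, which no number joins. The other numbers gave values from -0.108 to 0.123. With the replicate block, 0 probes passed in limma for either set of numbers, with 2 residual degrees of freedom and 1990 and 1723 probes at an unadjusted p under 0.05. These blocks estimate the spread from few samples.

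The correlation difference within against between groups kept its direction in all settings. The p-values in this paragraph are not adjusted over the array-wide comparisons. The exact p was under 0.05 with normexp (0.00328, exact permutation p = 0.0238) and over probes well above background on all arrays (0.00362, p = 0.0317, exact permutation). The difference fell to 0.00123 with no filter on dim probes (exact permutation p = 0.111). Leaving out each sample gave 0.00360 to 0.00644. The difference in spread reversed with no filter on dim probes (-0.0139, exact permutation p = 0.833) and without low-quality sample 7 (-0.00910, exact permutation p = 0.698). Leaving out each sample gave -0.00910 to 0.0394, and no setting passed the threshold. The difference in detected probes stayed at -1.94 percentage points by construction with permutations within slide rows, where its exact p was 0.03, and within slides, where it was 0.111. It was -1.50 with row in the fit. With the other detection flag it was -1.29 (exact permutation p = 0.381). Leaving out each sample gave -2.47 to -1.45, and the exact permutation p was 0.0476 without high-quality sample 1 (-2.47) and without high-quality sample 3 (-2.46). The cause of these changes was not tested.

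The 4 named probes kept their direction in every setting in which they were fitted. Apart from the samples left out, adjusted p was under 0.05 in 14 of 19 settings for CUST_18178_PI439957682 (range 0.00756 to 0.518), 15 of 19 for CUST_23371_PI439957682 (0.00511 to 0.485), 13 of 19 for CUST_8216_PI439957682 (0.0147 to 0.469) and 16 of 20 for CUST_112_PI439957682 (0.00158 to 0.469), in limma. The 5 gene lists were not run, since no probe was paired with a gene. Where a probe is well above background on few arrays, as for CUST_8216_PI439957682, the size of its difference is limited by the signal over background.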

Other observations

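Tests with GC correction, cyclic loess, slide row, spike-in scaling, the reading of call directions across scalings (of which only spike-in scaling and cyclic loess were unplanned), the residual axis against slide, row and GC content and the direction of the probes that follow it, and the spike-in level were chosen after the result was seen; the other splits of the samples, the held-out slides, the permutation tests of brightness and egg contigs, and the spot tests were written down before their results were seen. The readings of the scaling test and of the egg-contig permutation test were made stricter after their values were seen.

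The 655 probes were set against other groupings of the same arrays. Of 100 splits of the 10 samples into groups of 5, 1 gave as many probes, namely the real one, and the next gave 48. This argues against chance as the whole source, although 1 of 100 is the smallest share the test could give. The split that follows slide row gave 0 probes. The slide was tested by leaving a slide out: of the 200 probes with the smallest p on the other 7 arrays, 188, 185 and 168 went the same way on held-out slides 1, 2 and 3 (94.0%, 92.5% and 84.0%), against 61.5%, 59.9% and 57.8% of all tested probes. Of each 200, 184, 177 and 163 were lower in low-quality eggs. All tested probes were not matched to them on direction or brightness, so a shared offset may raise the agreement. The median held-out difference in the fitted direction was 0.72, 1.09 and 0.69 log2 units. After GC correction 530 of the 655 probes were still called, and 542 after cyclic loess, which removes brightness-dependent trends between arrays. These tests argue against slide, slide row, GC content and brightness trends as the whole source. A hypothesis is that the difference goes with egg quality itself. RNA from other cells, the females' origin and the time of ovulation were not tested.

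The excess of probes lower in low-quality eggs is less settled. Over the other scalings the share of lower calls fell to 55.3% at the lowest, and an array-wide offset left by the scaling cannot be told apart from a true excess, because the arrays have no fixed reference that is precise enough. The excess lies among bright probes: in the brighter part of the tested probes 432 were called lower and 20 higher, and in the dimmer part 114 lower and 89 higher. Across probes the difference correlated with brightness (Spearman's rho -0.161, across probes that are not independent), and an exact permutation of the samples gave p = 0.175, so a brightness trend that varies between arrays and fell on the groups by chance may account for the tilt over all tested probes. Such a trend does not account for the whole excess among bright calls, although it may account for a part. After cyclic loess, which removes such trends, 334 probes of the brighter part were called lower and 61 higher. Of the dimmer part, 125 were then called lower and 80 higher. The trend of single arrays against the mean array ranged from -0.187 in low-quality sample 1 to 0.237 in high-quality sample 1.

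Probes from contigs of the egg assembly were called lower more often than others. Of 658 such probes, 50 were called lower and 2 higher, or 7.60% lower, against 2.81% of the other probes (Fisher's exact test, odds ratio 2.85, adjusted p 1.07e-08 over 8 assemblies, with probes that are not independent). Among 10000 random lists matched on brightness, the mean number of lower calls was 23.8 and the highest was 44, which argues against the brightness of these contigs as the source. The median difference against probes of the same brightness was -0.05 log2 units, with an exact permutation p of 0.0476 over all samples and 0.111 within slides. Only 27 arrangements exist within slides, so the latter test is coarse. Chance in the grouping of the samples therefore cannot be told apart from a lower level of egg-assembly transcripts, which may be a hypothesis to test on more egg batches.

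Much of the variation within the groups lay on a single axis, which by construction is independent of the group means. The first principal component of the deviations from the group means held 33.5% of their variance, and the next held 15.5%. The scores were 40.5, 45.5 and 49.7 in high-quality samples 2 and 7 and low-quality sample 7, 7.93 in low-quality sample 8, and -14.0 or lower in the rest, down to -31.1 in high-quality sample 5. Slide is argued against as the whole source, since 66.1% of the variation in scores lay within slides, and the scores within slides 2 and 3 spanned 82.1% and 95.4% of the range over all arrays, although high-quality and low-quality samples 7 share slide 3. Slide row is argued against too, since its exact permutation p was 0.413 with both rows at both ends of the axis. The loadings had a correlation of -0.00339 with GC content. For the 200 probes with the highest loadings, the median correlation between the pair of spots was 0.990, which argues against spot artefacts. Of 363 probes that follow the axis with a correlation beyond 0.9, 41.6% go with it and the rest against it. The sign of the axis is arbitrary, but under either sign these probes go both ways, 151 with the axis and 212 against it. This cannot decide on RNA added from other cells. Each array was scaled to its own level, so such RNA could raise some probes and lower others. RNA from other cells stays open as the whole source or a part of it. Another candidate explanation is a difference in the parents, such as family or stock, which the labels do not give and which was not tested.

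Single probes showed wide gaps between samples. For 92 of the 18316 tested probes, the samples fell on either side of a gap of over 3 log2 units, up to 8.06. The gap parted the samples in 40 different ways, and 0 of these followed egg quality. The most frequent way, for 13 probes, set high-quality samples 2 and 7 and low-quality sample 7 against the others. Spot artefacts are argued against, since both spots gave the same parting for 96.7% of the 61 such probes with 2 spots. Sequence variants under the probe or transcripts absent in some females may give such gaps, and neither was tested.

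The detected share and the array-wide signal remain open. The lower share of detected probes in low-quality eggs had an unadjusted exact permutation p of 0.03 within slide rows and 0.111 within slides, and was -1.50 percentage points with row in the fit, so the data give some evidence against row as the whole source. The difference lay mostly in row 1, did not pass the threshold over all samples (exact permutation p = 0.0794), and was -1.29 with the other detection flag (exact permutation p = 0.381), so whether it goes with egg quality was not settled. For the lower array-wide signal, an effect on the amount of labelled RNA cannot be told apart from array effects: signal minus spike-in level had an exact permutation p of 0.524, and the spike-in level itself varied with an SD of 0.41 log2 units in high-quality and 0.38 in low-quality eggs.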
